A study of Sus scrofa with 18 samples. Its data were reported in "Comprehensive evaluation of the metabolic effects of insect meal from Tenebrio molitor L. in growing pigs by transcriptomics, metabolomics and lipidomics" (2020).

How the data were processed

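Liver RNA from 18 male crossbred growing pigs was measured on Affymetrix Porcine Gene 1.0 ST arrays, with 1 array per pig. The labels gave 3 diet groups of 6 arrays. The control group, CON, received soybean extraction meal and no insect meal. Group IM5 received 5% insect meal made from mealworm (Tenebrio molitor) larvae, which replaced 50% of the soybean meal, and group IM10 received 10%, which replaced 100% of it. The pigs were 5 weeks old at the start, ate the diets for 4 weeks and were killed on day 29. Each group held 10 pigs, of which 6 were chosen at random for the arrays. Pens held several pigs, and the pen of each pig was not given in the sources used here, so pigs of 1 pen were treated as independent.

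The deposited values were log2 expression values that the authors made with robust multi-array averaging (RMA). That procedure corrects the background, normalizes between arrays and summarises the probes of each probe set. The submitters' processing notes name Affymetrix Expression Console and RMA without a version. The value table held 25388 probe sets with 2 decimals. Scale and normalization follow from the methods and the values. The median was 5.07, 5.08, 5.09, 5.06, 5.09 and 5.09 on the arrays of group CON. It was 5.10, 5.07, 5.10, 5.15, 5.07 and 5.05 in group IM5, and 5.11, 5.09, 5.08, 5.09, 5.10 and 5.09 in group IM10. The values were neither ratios nor centred per gene, so their direction was not in doubt. The log base was taken as 2 from the stated method and could not be tested without scanner files. Values of different probe sets were not set against each other to compare amounts of transcript, and they were ranked only to choose 1 probe set per gene and to leave out dim ones in an alternative. Detection calls were not analysed here, so low values had no background limit, and the number of arrays limited the precision.

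Gene names came from the platform annotation, and its symbols were checked by gene number against the Sscrofa11.1 gene table. That table served for names only. Of the probe sets, 13226 had 1 gene symbol, 447 had several genes, 7 had a symbol that clashed with the gene number, and 11708 were not listed. Only the first kind was named, giving 12281 different symbols. For 885 symbols with more than 1 probe set, the probe set with the highest mean over all arrays stood for the gene in the gene lists. A total of 977 probe sets held values identical to those of another probe set, and they formed 482 different profiles.

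Each pair of groups was compared with limma 3.58.1 in R 4.3.3 on the 12 arrays of the 2 groups, with no covariate. As in the methods of the study, a probe set met the criteria when its fold change was over 1.2 in either direction and the unadjusted two-sided p was under 0.05. Benjamini-Hochberg adjustment over all 25388 probe sets was applied as well. The methods' t-test was run on the same values as an alternative. A dose trend was fitted with limma over all 18 arrays against the percentage of insect meal. Single genes were tested with a two-sided exact permutation test of the group means, which has 924 arrangements and a smallest p of 0.00216. The share of variance between diets was tested with 100000 permutations of the diet labels.

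A total of 46 gene lists was fixed before the data were examined, of which 44 had at least 3 measured genes. They comprised 26 pathway lists, 16 lists of cell type markers, 2 lists of genes taken from the study, and lists of olfactory receptors and Y-linked genes, which had 0 members among the named probe sets. Probe sets for such genes may be among those not listed or not named. Of the 2 lists from the study, the genes named in its text were picked on these same pigs, so they are not independent evidence of their direction. The other list holds lipid genes that the study measured by qPCR in pigs of the same trial. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01. Camera with an estimated correlation and fry were alternatives. Camera asks whether the genes of a list shift more than other genes, whereas fry asks whether they shift at all.

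The genes named below also followed a rule written before the data were examined. It took the 10 largest rises and the 10 largest falls with a gene symbol among those meeting the criteria in each comparison with group CON, and 5 and 5 for IM10 against IM5. It added all genes of the lists from the study, the members of other lists that met the criteria, the 4 members with the smallest p of each list that passed camera, and probe sets with an adjusted p under 0.05. The counts of named genes below cover all genes that this rule took, and not all of them are given in the text. Genes named outside the rule are said to be so. Probe sets that the annotation lists with several genes were left unnamed.

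IM5 and IM10 were compared with the same controls. Unchanged groups were therefore simulated 100 times by dealing the within-group deviations at random to the 3 groups, and the 6 controls were split into 3 and 3 in all 20 ways. The count of gene lists called in both groups was set beside the same simulation, a test chosen after seeing the data. The limma fits were tested on simulated data with 200 probe sets changed by known folds among the 25388 probe sets. In the simulated comparison of IM10 with CON, 38% of the changes of 1.2-fold met the criteria and 6% had an adjusted p under 0.05. At 1.5-fold these shares were 100% and 76%, and at 2-fold both were 100%. In the same simulation, 402 unchanged probe sets met the criteria. Its noise was normal and independent between probe sets, so these shares need not hold for the real values. In the real comparison of IM10 with CON, 13 probe sets met the criteria at over 2-fold, and 0 had an adjusted p under 0.05.

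Alternatives covered the test, a fit of all 18 arrays, the replicate number as a block, a trended and robust variance, array weights, centring on array medians, quantile normalization, a filter on dim probe sets, 1 probe set per gene, and leaving out each array in turn. Python 3.11.15 with pandas 2.3.3 and NumPy 2.4.6 served for the exact tests, and Matplotlib 3.10.9 for the plots.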

Results

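Transcript levels were available for the livers of 18 growing pigs, with 6 pigs in each of the groups CON, IM5 and IM10. The comparisons ask how liver transcripts differ when insect meal replaces part or all of the soybean meal in the diet, and whether the lower and the higher amount differ from each other. The insect meal diets also held added cellulose and different supplements of single amino acids, and the cellulose increased with the insect meal. Differences between the groups, the dose trend included, therefore belong to the whole diets and cannot be assigned to insect meal alone. Array medians lay between 5.05 and 5.15 on the log2 scale, and the correlation between any pair of arrays lay between 0.986 and 0.992. Values are group means ± SD of the log2 RMA values of 6 pigs, and fold changes are 2 to the power of the difference between the group means of log2 values.

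In the liver of group IM10, the named genes with the largest differences from group CON were CISH, TMEM52B, HAMP, ACTG2, OTOP3 and ADAD1, which encode proteins of unlike functions. CISH (probe set 15215609), a feedback inhibitor of cytokine signalling through STAT5, was 3.45-fold higher in IM10 (7.22 ± 1.16) than in CON (5.43 ± 0.27). HAMP (15296534), which encodes the iron hormone hepcidin, was 2.97-fold higher (8.30 ± 0.22 against 6.73 ± 1.11). For both genes all 6 IM10 pigs lay above all 6 CON pigs (exact permutation test, p = 0.00216, the smallest this design can give). ID1 (15246490), a target of bone morphogenetic protein (BMP) signalling, was 1.60-fold higher, and FCER1A (15284819), the alpha chain of the high-affinity IgE receptor, was 1.52-fold higher, with the same separation. So was the clock repressor BHLHE40 (15216269), at 8.94 ± 0.10 against 8.50 ± 0.16. For ID1 the separation was narrow, with the lowest IM10 pig at 7.07 and the highest CON pig at 7.06. ACTG2 (15275920), a smooth muscle actin, was 2.87-fold higher (exact p = 0.0433), at 5.30 ± 1.32 in IM10 and 3.78 ± 0.82 in CON. The ceramidase ASAH2 was 2.28-fold higher (exact p = 0.0368), and CON replicate 5 stood at 3.41, far below the other 5 controls. Without that pig the ASAH2 difference was a log2 value of 0.62. OTOP3, TNFRSF11B and MMP7 were 2.85-, 1.58- and 1.48-fold higher, with exact p-values of 0.0996, 0.0714 and 0.0909. OTOP3 took 2 separate levels, with 3 IM10 pigs, 2 IM5 pigs and 0 CON pigs on the high one. A further TNFRSF11B probe set with a higher mean differed by a log2 value of 0.02.

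TMEM52B (15293758), which encodes a membrane protein, was 3.43-fold lower in IM10 (3.26 ± 1.06) than in CON (5.04 ± 1.16), with an exact p of 0.0303. The germ cell genes ADAD1 (15323870) and GTSF1 (15292231) were 2.77- and 2.08-fold lower (exact p = 0.0281 and 0.0346). FKBP1B, PDE1C and GPRIN3 were 1.53-, 1.52- and 1.38-fold lower (exact p = 0.0173, 0.039 and 0.00649). MOXD1 was 1.87-fold lower, the acute phase protein CRP 1.52-fold, the glycogen-targeting phosphatase subunit PPP1R3B 1.38-fold and MAP10 1.36-fold, with exact p-values between 0.0628 and 0.0671. Without CON replicate 6, which stood at 11.88, the CRP difference was a log2 value of -0.33. SLPI, a protease inhibitor of the acute phase list, was 1.34-fold lower, and all 6 IM10 pigs lay below all 6 CON pigs (exact p = 0.00216). The largest difference of all belonged to probe set 15288429, for which the annotation lists 2 genes, so that it was left unnamed, and which was chosen outside the naming rule after its values were seen. It was 4.45-fold higher in IM10 (9.58 ± 0.47) than in CON (7.43 ± 2.08), with an exact p of 0.039. This probe set took 2 separate levels, and the high one held 3 CON, 5 IM5 and 6 IM10 pigs. Its CON mean therefore mixes the 2 levels and describes no single pig.

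**Figure D1:**
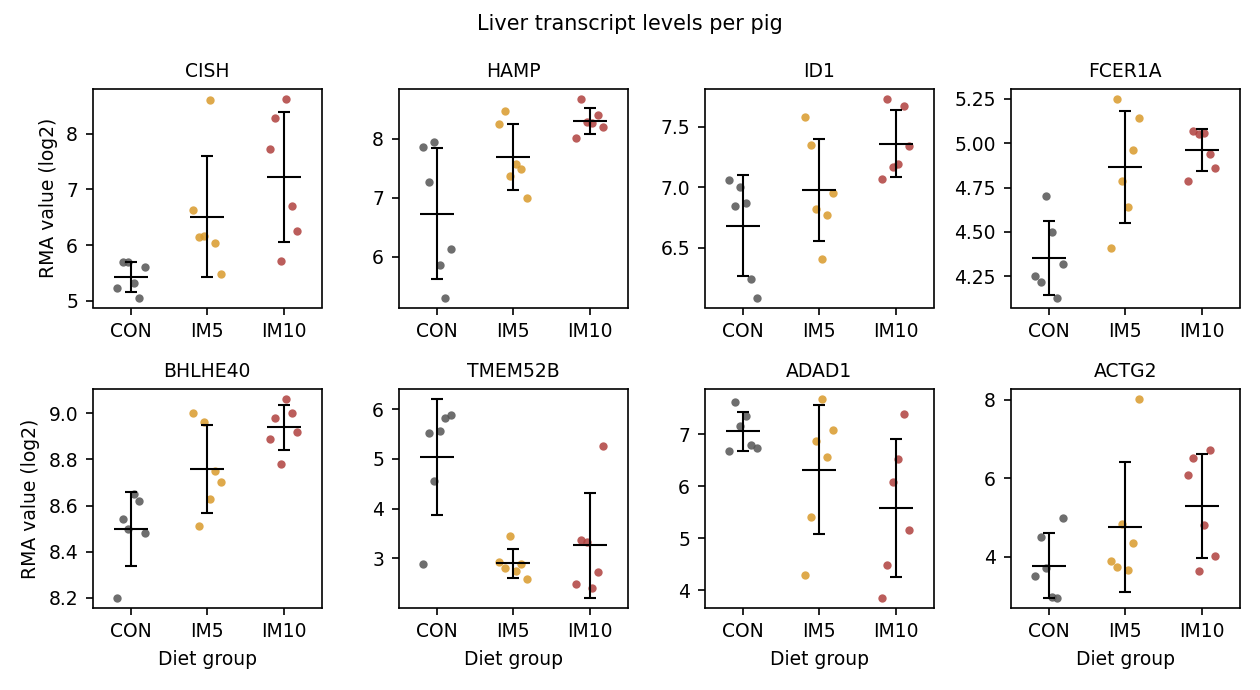
Log2 RMA values (vertical axes, scaled separately) of 8 genes in each pig of the 3 diet groups (horizontal axes); points are pigs, long bars are means and whiskers are SD. CISH, HAMP, ID1, FCER1A and BHLHE40 of all IM10 pigs lie above all CON pigs, whereas ACTG2 and ADAD1 overlap between the groups, and TMEM52B is at 2.90 ± 0.29 in IM5.

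Grouped by gene lists, BMP and SMAD target genes were higher in IM10 as a set. Of 16 measured genes, 13 were higher and 6 met the criteria, with camera adjusted p = 3.75e-06, and adjusted p = 0.109 with an estimated correlation. Besides HAMP and ID1, these were the inhibitory SMAD7 (1.37-fold), ID4 (1.26-fold), KLF10 (1.25-fold) and the receptor ACVR1 (1.21-fold). In the study's qPCR of all pigs of each group, HAMP differed significantly between IM10 and CON. There ID1 and SMAD7, and the genes FCER1A and TFRC given below, were higher without a significant difference. Mast cell markers were higher in 5 of 6 genes, and FCER1A, KIT (1.27-fold) and MS4A2 (1.22-fold) met the criteria (camera adjusted p = 0.00603, and adjusted p = 0.109 with an estimated correlation). Of 14 genes of cholesterol synthesis, 13 were higher by a median log2 value of 0.14 (camera adjusted p = 2.47e-05, and adjusted p = 0.519 with an estimated correlation). INSIG1, which retains the sterol sensor complex in the endoplasmic reticulum, was 1.38-fold higher and alone met the criteria, followed by SQLE (1.2-fold), SC5D (1.14-fold) and MSMO1 (1.10-fold).

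Xenobiotic metabolism genes were higher in 16 of 24 cases (camera adjusted p = 0.0441, and adjusted p = 0.2 with an estimated correlation). The cytochromes P450 CYP1A2, CYP2A19 and CYP1A1 met the criteria at 1.30-, 1.27- and 1.23-fold. NRF2 antioxidant genes were higher in 15 of 22 cases, led by NQO1 (1.32-fold), the NADPH source ME1 (1.25-fold) and PIR (1.24-fold), with camera adjusted p = 0.0159, and adjusted p = 0.519 with an estimated correlation. Of 17 genes of fatty acid and triacylglycerol synthesis, 13 were higher (camera adjusted p = 0.0159, and adjusted p = 0.596 with an estimated correlation). LPIN1 (1.41-fold), DGAT2 (1.2-fold) and ME1 were higher at the criteria, and the transcription factor MLX was 1.29-fold lower. Erythroid markers were higher in 10 of 11 cases, but only TFRC, the transferrin receptor, met the criteria (1.45-fold), and hepatocytes express it as well (camera adjusted p = 0.0441, and adjusted p = 0.462 with an estimated correlation). After quantile normalization the camera adjusted p of the erythroid list was 0.0651.

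Vascular smooth muscle markers were also higher in IM10 (9 of 12 genes; camera adjusted p = 0.00433, and adjusted p = 0.408 with an estimated correlation). ACTG2, CNN1 (1.46-fold), TAGLN (1.34-fold) and SYNPO2 (1.21-fold) met the criteria. The mean over the list lay above every control pig in IM10 replicates 1, 2 and 5 (6.21, 6.29 and 6.38) and at or below the highest control in the other 3 IM10 pigs.

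Urea cycle genes were lower in all 7 measured cases (camera adjusted p = 0.00549, and adjusted p = 0.109 with an estimated correlation). ASS1, which joins citrulline and aspartate, was 1.32-fold lower (9.79 ± 0.28 against 10.19 ± 0.20, exact p = 0.0195), and ARG2, a mitochondrial arginase, was 1.31-fold lower (exact p = 0.0325). Both genes were picked by the study on these pigs. Another ASS1 probe set, 15199278, was 2.37-fold higher (exact p = 0.0411), so the probe sets of this gene disagreed. Unfolded protein response genes were lower in 18 of 20 cases, with the co-chaperone DNAJB9 1.27-fold lower and the chaperone HSPA5 1.14-fold lower (camera adjusted p = 0.000971, and adjusted p = 0.596 with an estimated correlation). T and NK cell markers were lower in 17 of 25 cases, and SLAMF1 (1.27-fold), CD5 and CCL4 (both 1.25-fold) met the criteria (camera adjusted p = 0.0285, and adjusted p = 0.759 with an estimated correlation).

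Among the 6 measured lipid genes that the study followed by qPCR, only CYP7A1, the first enzyme of bile acid synthesis, met the criteria (1.29-fold higher, exact p = 0.0368). SCD, FADS1, ELOVL2 and MVK had exact p-values between 0.323 and 0.662. SQLE, the remaining gene, is given with cholesterol synthesis above and had an exact p of 0.0433, without meeting the criteria. The study's qPCR, on all pigs of the groups, found no difference between the groups for any of these 6 genes. Its means for SQLE, SCD and MVK were lower in IM10 than in CON, whereas the array means of these genes were higher in IM10. The probe set named RDH16, a retinol dehydrogenase, was at 10.52 ± 0.28 in IM10 and 10.45 ± 0.31 in CON. Genes of chitin-directed lectins and chitinases did not shift as a set (camera adjusted p = 0.463), nor did fatty acid oxidation genes (adjusted p = 0.477). The 33 lists that camera did not call had adjusted p-values between 0.0831 and 0.964.

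In all, 526 of 25388 probe sets met the criteria between IM10 and CON by limma, 323 higher and 203 lower, and the methods' t-test gave 368. By limma 0 had an adjusted p under 0.05 (smallest 0.21) and 1541, or 6.07%, had an unadjusted p under 0.05. The methods' t-test also gave 0 and 1545. Of the 88 named genes, 59 had an exact p under 0.05, but most were picked by size on the same pigs. For 24 of the 59 the exact p was no longer under 0.05 when some single array was left out, among them ACTG2, ASAH2, GTSF1 and PDE1C, and the direction held for all 59. Within the lists called by camera and adjusted over the list alone, 7 BMP genes, 4 smooth muscle, 3 mast cell, 3 fatty acid synthesis, 3 T and NK cell, 2 urea cycle and 1 xenobiotic gene passed, against 0 over all probe sets. Several members of these lists had been picked by the study on these pigs. They include HAMP, ID1 and SMAD7 of the BMP list, ACTG2 and TAGLN of smooth muscle, and ASS1 and ARG2 of the urea cycle. FCER1A of the mast cell list and TFRC of the erythroid list are further ones. The study's own enrichment analysis of these arrays also named BMP signalling and the urea cycle, so these lists are not independent of it. Of the 11 lists called by camera, 0 were called with an estimated correlation and 3 by fry. Without CON replicate 2 camera called 7 lists. Leaving out each of the 12 arrays in turn, the BMP, cholesterol synthesis, unfolded protein response, urea cycle, smooth muscle and mast cell lists were called each time. The xenobiotic list was lost 8 times (adjusted p up to 0.0893), the erythroid list 7 times (0.176), the T and NK cell list 6 times (0.376), and the NRF2 (0.148) and fatty acid synthesis (0.112) lists 4 times each. With the replicate number as a block, the T and NK cell and xenobiotic lists had an adjusted p of 0.077. Without CON replicate 3, FCER1A had a limma adjusted p of 0.0222. Without the 3 IM10 pigs high in smooth muscle markers, an alternative chosen after seeing the data, camera called 4 lists, BMP, NRF2, urea cycle, and T and NK cell. In that setting the cholesterol synthesis (adjusted p = 0.0846), unfolded protein response (0.17), xenobiotic (0.124), mast cell (0.25), fatty acid synthesis (0.25), erythroid (0.214) and smooth muscle (0.562) lists were no longer called. That setting kept 3 of the 6 IM10 pigs, and no equal number of other pigs was left out for comparison. The smaller group alone could lose calls, so these losses cannot be assigned to smooth muscle content.

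In group IM5, which received the lower amount of insect meal, CISH and TMEM52B again met the criteria with an exact p under 0.05, and HAMP met the criteria without it. ACTG2 was 1.97-fold higher in IM5, ADAD1 1.67-fold and GTSF1 1.45-fold lower, without meeting the criteria (exact p = 0.219, 0.225 and 0.121). Without IM5 replicate 6 the ACTG2 difference was a log2 value of 0.32, and without IM5 replicate 1 the ADAD1 difference was -0.34. Compared directly between IM10 and IM5, these 3 genes had exact p-values of 0.535, 0.335 and 0.284. The controls were the same 6 pigs as for IM10, so the comparisons are not independent. CISH was 2.11-fold higher (6.51 ± 1.09, exact p = 0.00866) and HAMP 1.94-fold higher (7.69 ± 0.56, exact p = 0.0952). Without IM5 replicate 4, which stood at 8.60, the CISH difference was a log2 value of 0.66. The transcription factor KLF9, which responds to glucocorticoids, was 1.82-fold higher (6.81 ± 0.17 against 5.95 ± 0.53, exact p = 0.00433). Of the 13 measured genes of the glucocorticoid-responsive list, 2 were higher and 2 lower at the criteria. That list was not called (camera adjusted p = 0.661). The gluconeogenic enzyme PCK1 was 1.73-fold higher, the alanine transaminase GPT2 1.68-fold and the Wnt antagonist SFRP1 1.78-fold (exact p = 0.0455, 0.0173 and 0.0195). SAA3, CNKSR2, SOCS2 and BIN1 were 2.36-, 1.78-, 1.77- and 1.52-fold higher, with exact p-values between 0.0758 and 0.0823. SAA3 took 2 separate levels, and the high one held 4 CON, 6 IM5 and 4 IM10 pigs. A BIN1 probe set with a higher mean differed by a log2 value of 0.19.

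TMEM52B was 4.40-fold lower in IM5 (2.90 ± 0.29) than in CON (5.04 ± 1.16), with an exact p of 0.00866. Without CON replicate 1, in which it was low, its limma adjusted p was 0.000141. CPXM2, KLRK1, HSPA13, ENPP4 and 1 MAP10 probe set were between 1.39- and 1.80-fold lower, with exact p-values between 0.00649 and 0.039. IGFBP1, MOXD1, OSGIN2 and SETD9 were 2.21-, 2.09-, 1.83- and 1.36-fold lower, and their exact p-values lay between 0.0584 and 0.134. Without IM5 replicate 3, which stood at 4.30, the MOXD1 difference was a log2 value of -0.64. The ENPP4 and MAP10 probe sets with the higher means, which stand for these genes in the lists, had log2 differences of -0.24 and -0.40, against -0.48 and -0.80 for those given here.

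Unfolded protein response genes were lower in IM5 in 19 of 20 cases, led by DNAJB9 (1.29-fold) and HYOU1 (1.2-fold), with camera adjusted p = 4.62e-06, and adjusted p = 0.365 with an estimated correlation. T and NK cell markers were lower in 19 of 25 cases, with the NK receptor KLRK1 1.56-fold lower (camera adjusted p = 0.00217, and adjusted p = 0.549 with an estimated correlation). Macrophage markers were higher in 13 of 16 cases (MSR1 1.21-fold, C1QB 1.14-fold; camera adjusted p = 0.00525, and adjusted p = 0.549 with an estimated correlation). Liver endothelium markers were higher in 14 of 15 cases, led by the tight junction gene CLDN5 (1.22-fold), with camera adjusted p = 0.00658, and adjusted p = 0.365 with an estimated correlation. Mast cell, neutrophil, stellate cell and erythroid markers had camera adjusted p-values of 0.017, 0.0171, 0.017 and 0.0376, and adjusted p = 0.365 with an estimated correlation for each. Among them FCER1A was 1.43-fold and KIT 1.40-fold higher.

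NRF2 genes were higher in 17 of 22 cases (NQO1 1.24-fold, ME1 1.27-fold; camera adjusted p = 0.00658, and adjusted p = 0.549 with an estimated correlation). Lysosome and autophagy genes were higher in 11 of 16 cases, with FBXO32 1.30-fold and SQSTM1 1.13-fold higher (camera adjusted p = 0.0212, and adjusted p = 0.365 with an estimated correlation). Immediate early genes were higher in 11 of 15 cases, led by EGR1 (1.46-fold) and ZFP36 (1.30-fold), with camera adjusted p = 0.0376, and adjusted p = 0.581 with an estimated correlation. BMP and SMAD target genes were higher in 12 of 16 cases (camera adjusted p = 0.025, and adjusted p = 0.447 with an estimated correlation), with HAMP alone meeting the criteria. Vascular smooth muscle markers were higher in 9 of 12 cases (camera adjusted p = 0.0212, and adjusted p = 0.584 with an estimated correlation). Their mean over the list was 6.98 in IM5 replicate 6 and at most 6.02 in the other IM5 pigs.

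**Figure D2:**
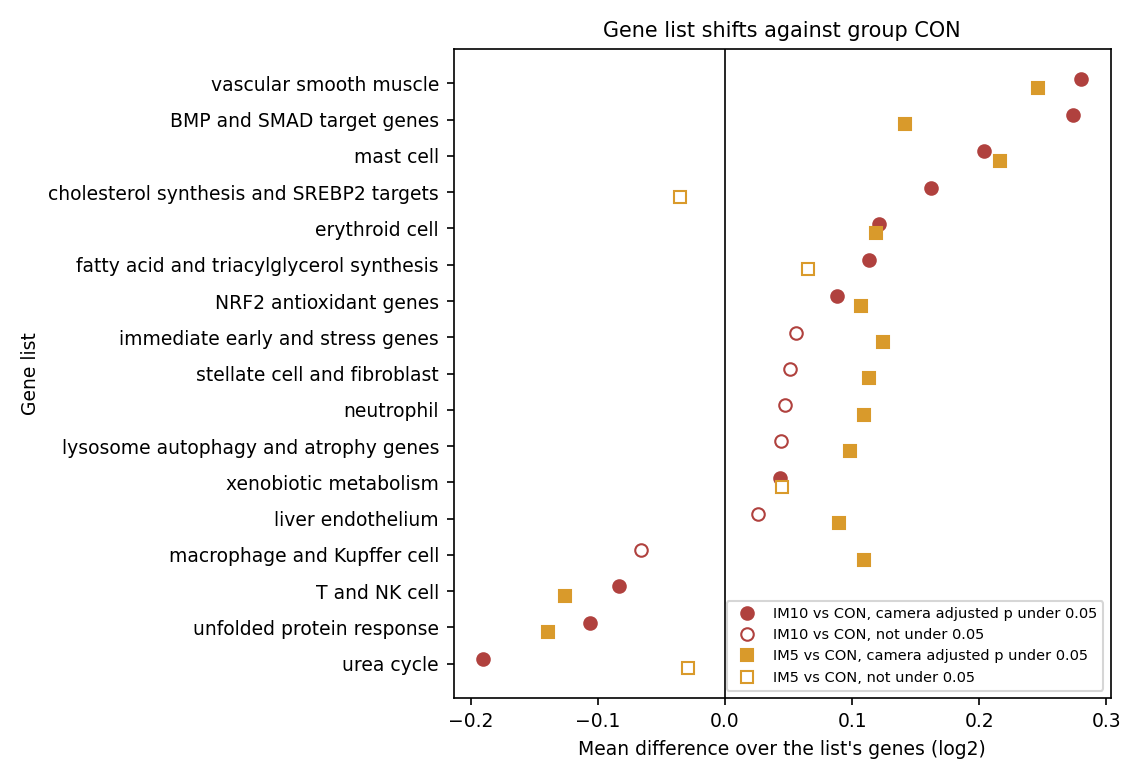
Mean log2 difference from group CON over the genes of each list (horizontal axis) for the lists called by camera in any comparison (vertical axis); circles are IM10, squares are IM5, and filled symbols have a camera adjusted p under 0.05. Cholesterol synthesis genes are called in IM10 alone, urea cycle genes lie furthest below 0 in IM10, and 7 lists are called in both groups with the same direction, although both are compared with the same controls.

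Between IM5 and CON, 488 probe sets met the criteria by limma, 284 higher and 204 lower, and the methods' t-test gave 320. With the arrays centred on their medians, 247 were higher and 256 lower, so the direction that held more probe sets turned. By limma 0 had an adjusted p under 0.05 (smallest 0.863) and 1452, or 5.72%, had an unadjusted p under 0.05. The methods' t-test gave 0 and 1432. Of the 93 named genes, 40 had an exact p under 0.05. For 17 of the 40, PCK1 among them, it was no longer under 0.05 when some single array was left out. Within the lists called by camera and adjusted over the list alone, 2 mast cell genes, and 1 gene each of the endothelium, lysosome and immediate early lists passed, against 0 over all probe sets. The other 31 lists had camera adjusted p-values of at least 0.242. Of the 13 lists called by camera, 0 were called with an estimated correlation or by fry. Leaving out each of the 12 arrays in turn, the unfolded protein response and endothelium lists were called each time, and the other 11 were lost at least 1 time. The erythroid list was lost 6 times and the immediate early list 5 times, and the smooth muscle list had an adjusted p of 0.64 without IM5 replicate 6. Camera called 6 lists without CON replicate 6, 8 without IM5 replicate 6, and 3 without the IM5 replicates 5 and 6, which were highest in smooth muscle markers. Those 3 were the unfolded protein response, endothelium and BMP lists, and the other 10 were no longer called. With 4 IM5 pigs kept there, the smaller group alone could lose calls as well.

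To ask whether the lower amount gave smaller differences, the 526 probe sets that met the criteria in IM10 were followed in IM5. The fold change in IM5 was smaller for 88.8% of them, 87.6% of those higher and 90.6% of those lower. In the reverse direction, 89.5% of the probe sets picked in IM5 had a smaller fold change in IM10. Unchanged groups simulated against shared controls gave medians of 89.9% and 89.3%. The fold changes of the 2 comparisons correlated across probe sets (Pearson r = 0.529, probe sets not being independent replicates), and the simulated unchanged groups gave a median r of 0.513. The covariance was 0.0075 against a simulated 0.0076, and r was 0.073 with the controls split into 3 and 3. The criteria were met in both comparisons by 70 probe sets higher and 32 lower. Independent lists would share 3.6 and 1.6, and simulated unchanged groups shared 44 and 43.5. Of the gene lists, 7 were called by camera in both comparisons with the same direction. Simulated unchanged groups shared a median of 1 list, and 0 of 100 draws shared as many, but they also had fewer lists called, with a median of 4 in each comparison. As many lists as in the real data, 11 for IM10 and 13 for IM5, were called in 1 and 0 of 100 draws. With split controls, 24 and 8 probe sets were shared against 7.3 and 4.5 for independent lists.

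IM10 was compared with IM5 directly to see where the amounts of insect meal differed. Macrophage and Kupffer cell markers were lower in IM10 in all 16 cases, with the Kupffer cell receptors CLEC4F and TIMD4 1.40- and 1.26-fold lower (camera adjusted p = 2.38e-05, and adjusted p = 0.607 with an estimated correlation). CSF1R, the receptor that macrophages need for survival, was lower in all 6 IM10 pigs than in all 6 IM5 pigs (7.21 ± 0.12 against 7.42 ± 0.06, exact p = 0.00216). Cholesterol synthesis genes were higher in 12 of 14 cases, with HMGCS1 1.39-fold, SQLE 1.27-fold and ACAT2 1.27-fold higher (camera adjusted p = 6.06e-06, and adjusted p = 0.607 with an estimated correlation). BMP target genes were higher in 12 of 16 cases, including HAMP (1.53-fold), ID1 (1.30-fold), SMAD7 (1.28-fold) and ID2 (1.26-fold), with camera adjusted p = 0.0326, and adjusted p = 0.607 with an estimated correlation. Urea cycle genes were lower in 6 of 7 cases, with ARG2 1.25-fold lower (camera adjusted p = 0.0326, and adjusted p = 0.607 with an estimated correlation). Without IM5 replicate 5, which stood at 4.98, the ARG2 difference was a log2 value of -0.165.

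Among single genes, TM4SF20 was 1.51-fold and NOSTRIN 1.43-fold higher in IM10 than in IM5 (exact p = 0.00866 and 0.00433). The nicotinamide methyltransferase NNMT was 1.91-fold, the fatty acid elongase ELOVL2 1.54-fold and MOCS1 1.49-fold lower (exact p = 0.0108, 0.0368 and 0.0152). KLRK1 and GABRQ were 1.46- and 1.44-fold higher, and SAA3 and PCK1 2.40- and 1.53-fold lower, with exact p-values between 0.0541 and 0.0996. CISH was 1.63-fold and TMEM52B 1.28-fold higher in IM10 than in IM5, with exact p-values of 0.318 and 0.563. Leaving out each array in turn, the log2 difference ranged from 0.424 to 1.123 for CISH. For TMEM52B it ranged from -0.04 to 0.528, so its direction depended on single pigs. Of the 20 named genes with an exact p under 0.05, 9 did not keep it when some single array was left out, HAMP, ELOVL2 and ARG2 among them. In total 404 probe sets met the criteria by limma, 210 higher and 194 lower, and the methods' t-test gave 276. By limma 0 had an adjusted p under 0.05 (smallest 0.881), while 1372 had an unadjusted p under 0.05. The methods' t-test gave 0 and 1487. Adjusted over the list alone, 0 genes of these 4 lists passed, and the other 40 lists had camera adjusted p-values of at least 0.0973. Camera called 2 lists without IM5 replicate 6, without IM10 replicate 3 and without IM10 replicate 5, the cholesterol synthesis and macrophage lists each time. Without the pigs high in smooth muscle markers it called 2, of which the macrophage list alone was among these 4.

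Over all 18 arrays, 1 probe set changed with the percentage of insect meal at a limma adjusted p under 0.05. This was probe set 15279096, not named by the annotation used here, which rose by a log2 value of 0.66 per 10% insect meal (adjusted p = 0.0191). Its values were low, at 1.92 ± 0.15 in CON, 2.30 ± 0.10 in IM5 and 2.58 ± 0.24 in IM10. In total 1351 probe sets had an unadjusted p under 0.05, and among named genes BHLHE40 (adjusted p = 0.337) and FCER1A (adjusted p = 0.529) came next. Without CON replicate 1, 2, 4 or 5, or without IM10 replicate 1, 0 probe sets had an adjusted p under 0.05. Diet accounted for 12.51% of the total sum of squares of the arrays, against a mean of 11.76% for permuted labels (permutation p = 0.177, one-sided).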

Values the study reported

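The study reported 166 transcripts with differential expression between IM10 and CON in the liver, of which 105 were up-regulated and 61 were down-regulated. Its strongest up-regulation had a fold change of 4.45, for the transcript it called retinol dehydrogenase 16, and its strongest down-regulation a fold change of − 3.44, for TMEM52B. The authors stated that 88% of the up-regulated and 92% of the down-regulated transcripts were regulated less strongly in IM5. By qPCR of all pigs of each group, they found CISH, HAMP, ACTG2 and TAGLN significantly higher in IM10. ADAD1, GTSF1, SLPI, GPRIN3, APCS, DUSP6 and CYP26A1 were significantly lower. ID1, SMAD7, FCER1A and TFRC were higher in that qPCR without a significant difference.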

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

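The tests of the 2 patterns below were chosen only after the result was seen, and the counts over other splits of the arrays were planned.

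Each value here stood apart from the other 5 pigs of its group by Dixon's test, which chance alone meets in about 1 in 20 groups. It did so in 31 of 540 groups, or 5.7%, and IM5 replicate 5 was named most often, 4 times. In group CON, low values were 3.41 for ASAH2 in replicate 5, 9.81 for SCD in replicate 2, and 7.97 for NAGS and 8.10 for SQSTM1 in replicate 4. High values in CON were 8.82 for SLC25A15 in replicate 6, and 10.15 for CYP2A19 and 5.57 for ALAS2 in replicate 3. In group IM5, high values were 8.60 for CISH and 3.45 for SLAMF1 in replicate 4, 8.01 for ACTG2 and 7.25 for CNN1 in replicate 6, 4.98 for ARG2 and 7.13 for KLF9 in replicate 5, and 11.51 for CYP1A1 in replicate 2. Low values in IM5 were 7.38 for TEK in replicate 4, 5.61 for NOSTRIN in replicate 5, and 5.58 for probe set 15288429 in replicate 2. In group IM10, high values were 5.25 for TMEM52B, 5.16 for VPREB3 and 3.05 for probe set 15279096 in replicate 6, 4.77 for PDE1C and 4.15 for CNKSR2 in replicate 1, 5.60 for ME1 in replicate 3, and 10.68 for SC5D and 6.43 for NNMT in replicate 2. MOCS1 was low in IM10 replicate 4, at 6.26. Among list means, the urea cycle genes were high in CON replicate 6 (8.36) and IM5 replicate 5 (8.41), and the immediate early genes in IM5 replicate 1 (6.26). The smooth muscle markers were high in IM5 replicate 6 (6.98), and the stellate cell markers in IM10 replicate 4 (7.42).

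Smooth muscle markers were high in some insect meal pigs, above all in IM5 replicate 6. The 12 genes moved together within groups, with a median pairwise correlation of 0.48, while the central range of 10000 random lists of as many genes ended at 0.1, so more vessel or muscle tissue in some liver pieces may explain them. Regulation within cells would look the same. Fewer hepatocytes in the piece would raise all other cell types alike, and this stayed open, since in IM10 the shift of these genes exceeded the mean shift of the 9 other liver cell type lists (0.04) by 0.24 with an exact p of 0.0563, although it exceeded 3 of them singly at an unadjusted exact p under 0.05. An effect of the diet on these genes stayed open too, since the list mean differed by 0.28 between IM10 and CON with an exact p of 0.304 after adjustment over all lists.

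Some probe sets took 2 separate levels, with at least 2 arrays on each side of a gap of over 1 on the log2 scale that also took up over 0.4 of the whole range. Of 25388 probe sets 26 did so, and of the 13 with a difference over 2-fold between IM10 and CON, 3 did, namely probe set 15288429, OTOP3 and ASAH2. For probe set 15288429, which had the largest difference, the controls alone were split by a gap of 3.54, against at most 1.06 between pigs on 1 level, which argues against the diet alone setting its level. An inherited difference between the pigs may be the source, since 21 of the 26 probe sets showed both levels among the controls, but no genotype was analysed here and this stayed open.

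The 100 splits or dose assignments drawn each time included the real one. Splits of the same arrays gave as many probe sets meeting the criteria as the real one in 10 of 100 for IM10 against CON (real 526, highest other 838). They did so in 43 of 100 for IM5 against CON (488 and 902), and in 53 of 100 for IM10 against IM5 (404 and 783). Chance was not excluded for these counts. The real number with a limma adjusted p under 0.05 was 0 in each comparison, so all 100 of 100 splits had to give as many, and this count tests nothing. The highest other values were 21, 1 and 2. By limma, 1541, 1452 and 1372 probe sets had an unadjusted p under 0.05, and by the methods' t-test 1545, 1432 and 1487. The single split with 21 may point to a structure of the samples other than diet, for which no test was run. For gene lists called by camera, 5 of 100 splits gave as many as the real 11 for IM10 against CON (highest other 12), which did not exclude chance. For IM5 against CON, 2 of 100 gave as many as 13 (highest other 16), a share under 0.05 for this count taken alone. It was the lowest of the 10 counts set beside other splits and was not adjusted for them, so this test did not exclude chance. The count also rests on 1 form of the test, camera with its preset correlation. The exact test of list means called 0 lists there (smallest adjusted p 0.223), as did camera with an estimated correlation (0.365) and fry (0.201). Without CON replicate 6, camera called 6 lists. For IM10 against IM5, 63 of 100 gave as many as 4 (highest other 14). The dose trend had 1 probe set, and 8 of 100 assignments gave as many (highest other 2), so chance was not excluded.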

How the results depend on the processing

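The alternatives were chosen before the data were examined, apart from 3 chosen after seeing the data, namely different profiles only, the exact test of list means, and leaving out the insect meal arrays above every control in smooth muscle markers.

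The counts meeting the criteria stayed within 1.5 times of 526, 488 and 404 (IM10 against CON, IM5 against CON, IM10 against IM5) under most alternatives. The methods' t-test gave 320 for IM5 against CON. Keeping only probe sets above the median mean gave 217, 209 and 175, and 1 probe set per gene gave 224, 244 and 162, because fewer were tested. Without the arrays high in smooth muscle markers, IM5 against CON gave 757 and IM10 against IM5 gave 921. The cause was not tested, but fewer controls also gave higher counts. With the controls split into 3 and 3, the medians were 804 for IM10 against CON and 773.5 for IM5 against CON. Centring on array medians changed the share of higher probe sets from 61.4% to 52.7% for IM10 and from 58.2% to 49.1% for IM5, so which direction held more probe sets in IM5 depended on it.

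The limma adjusted counts of 0 held except that all 18 arrays in one fit gave 1 for IM10 against CON, probe set 15279096. Leaving out each array gave 535 to 628, 490 to 671 and 389 to 599 probe sets at the criteria, and 0 to 1 with an adjusted p under 0.05 in each comparison. These were FCER1A without CON replicate 3, TMEM52B without CON replicate 1, and probe set 15345953 without IM5 replicate 2.

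Camera called 11, 13 and 4 lists. Estimating the correlation gave 0, 0 and 0, fry gave 3, 0 and 0, the exact test of list means gave 0, 0 and 0, and probe sets above the median mean gave 7, 6 and 2. In IM10 against CON the estimated correlation was 0.005 for the urea cycle, 0.01 for mast cell and -0.028 for xenobiotic genes. These values are at or below the preset 0.01, yet these lists were lost too. A call lost in that alternative therefore need not reflect correlated genes. Without the arrays high in smooth muscle markers there were 4, 3 and 2. That setting kept 6 CON, 4 IM5 and 3 IM10 arrays, so smaller groups alone could lose calls. Leaving out each array gave 7 to 11, 6 to 14 and 2 to 6. The dose trend gave 0 with probe sets above the median mean and 0 with 1 probe set per gene, since probe set 15279096 is dim and unnamed, and 0 to 1 leaving out each array (adjusted p up to 0.0867).

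The share of IM10 probe sets with a smaller fold change in IM5 was 87.1% to 95% over the alternatives and 85.5% to 91.4% leaving out each array. The correlation of fold changes was 0.073 with split controls, 0.517 to 0.544 otherwise, and 0.48 to 0.586 leaving out each array. The variance share between diets kept a permutation p of 0.0987 or more over the alternatives. Leaving out each array gave 12.67% to 14.05%, the highest without IM5 replicate 4, with a permutation p of 0.0414.

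Of 228 differences of named genes, 0 were labelled reversed under the 5 settings tried. That label does not count every change of sign. Leaving out each array also gave 0 reversals for TMEM52B in IM10 against IM5, whose log2 difference ranged from -0.04 to 0.528. The number with a p under 0.05 was 119, and 98 to 128 leaving out each array. This net range hides single losses, since 24 of 59, 17 of 40 and 9 of 20 genes lost an exact p under 0.05 without some array. With the replicate number as a block it was 172, the counts at the criteria were 609, 559 and 450, the lists 9, 13 and 4, and the limma adjusted counts 0, 0 and 0. Arrays with the same number resembled each other weakly across groups. The median correlation was 0.036 against -0.006 for other pairs, with a highest value of 0.201, and 4 of 18 pairs were over 0.1. The best match had the same number in 13 of 36 cases against 6 expected (permutation p = 0.0288, a test chosen after seeing the data). Not every pair was over 0.1 and the labels name no shared source, so the numbers were not taken to pair the pigs, and what the weak resemblance reflects was not tested. Signal over background was not analysed here.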

Other observations

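The 2 tests of hepcidin below were chosen only after the result was seen.

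HAMP was higher in IM10 together with other BMP and SMAD target genes. Higher BMP and SMAD signalling may explain it, but the test could not decide this, since the list had already been seen to be higher in these pigs. The mean of the other 15 genes of that list was higher by 0.19 in IM10 than in CON (unadjusted exact p = 0.00216, the smallest the design can give). For the whole list with HAMP, the exact p of the mean was 0.0714 after adjustment over all lists. An acute phase response also raises hepcidin, but the acute phase genes showed no rise as a set. The 24 other genes shifted by -0.09, and of all 25 with HAMP, 19 were lower and 6 higher (camera adjusted p = 0.162). The BMP shift exceeded that of the 24 genes by 0.27 (exact p = 0.00649). Since the BMP list was already known to be higher, that difference does not decide the cause. Hepcidin protein and iron were not analysed here, so higher BMP and SMAD signalling remains a hypothesis found and tested on the same pigs.

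The 2 ASS1 probe sets moved in opposite directions between IM10 and CON. Over the 18 pigs their values did not correlate (Pearson r = -0.05, p = 0.832), but these opposite shifts enter that value. Within the groups of 6 pigs r was 0.02 in CON, 0.62 in IM5 and 0.48 in IM10.

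The methods' t-test with the same criteria gave 368 probe sets between IM10 and CON. All 25388 probe sets were counted over, including 11708 that the annotation used here does not list. The count is higher than the value quoted from the study above, but the counts need not cover the same probe sets.

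Probe set 15288429 had a fold change of 4.45 between IM10 and CON. This is the same as the value quoted from the study above for a retinol dehydrogenase, and the gene the study gives for that transcript is among the genes the annotation lists for this probe set. The annotation lists 2 genes there, so the signal was not assigned to either. The probe set named RDH16, with a fold change of 1.05, carries another gene number.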
